A study of Mus musculus with 6 samples. Its data were reported in "FMRP has a cell-type-specific role in CA1 pyramidal neurons to regulate autism-related transcripts and circadian memory" (2019).

How the data were processed

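FMRP is an RNA-binding protein encoded by Fmr1. In Fmr1-cTag mice, Cre recombinase switches the last exon of the endogenous gene so that FMRP carries the green fluorescent tag AcGFP, and the Camk2a-Cre line drives this switch in CA1 pyramidal neurons of the hippocampus. CLIP (crosslinking and immunoprecipitation) fixes protein to RNA with ultraviolet light and recovers the RNA fragments bound to the protein. Here an antibody to GFP was used on hippocampal tissue of male C57BL/6J mice at postnatal days 28 to 32, so that tags should come from tagged FMRP in CA1 neurons, and the same procedure was run on mice without Cre, in which FMRP has no tag. The labels place the 6 libraries in 3 replicates, each with 1 CA1 CLIP library and 1 Cre-negative control library.

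According to the study's methods, RNA fragments were cloned by BrdU-CLIP, and the libraries of a replicate were indexed at reverse transcription, pooled and amplified together, with parallel samples of cortex in the pool. The number of distinct tags in a library therefore follows the amount of RNA recovered, and the difference in depth between CA1 CLIP and control was kept as a measurement. The authors filtered and demultiplexed reads with the CLIP Tool Kit, trimmed adapters, mapped reads to the mouse genome and RefSeq transcripts with STAR, and removed PCR duplicates by position and by a random barcode in the primer. The submitters' processing notes name STAR, cutadapt and the build mm10 without versions. The transcriptome was reduced by the authors to 1 transcript per gene, and reads that mapped uniquely on the sense strand were counted. The deposited values are whole-number counts of tags per transcript, not normalized, in 2 tables: the whole transcript (12014 transcripts) and the coding region, or CDS (10758 transcripts). Transcripts without a tag in any library are absent from both tables. Of all tags, 2957 in CA1 CLIP and 506 in the control lay on the 1256 transcripts without a coding-region entry. Lengths and codon positions were taken from the deposited tables. Since reads with several matches were left out by the authors, counts of genes with close paralogs or pseudogenes, ribosomal protein genes among them, are uncertain.

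From these counts, depth, the share of tags in the coding region, the Pearson r squared of counts scaled to 1000000 per library (CPM) between libraries, and a background-subtracted CLIP density were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The density follows the formula of the study's methods: CA1 tags minus control tags of the same replicate in the coding region, per kilobase and per 1000000 of the difference between both library totals, set to 1 where the difference was not above 0. The study went on to score each transcript by its distance from a line fitted by regression to this density against RNA abundance from ribosome affinity purification, on log2 scales. That abundance was not analysed here, so neither the density nor any enrichment below is corrected for how abundant an RNA is in CA1 neurons. Comparisons of a single value between groups used a two-sided exact permutation test of 3 against 3 libraries, whose smallest possible p is 0.1. Shares of counts carry exact Clopper-Pearson 95% intervals. Duplicates were collapsed by barcode before counting, and the intervals cover counting error only.

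Transcripts were compared between CA1 CLIP and control with edgeR 4.0.16 (quasi-likelihood F test) and limma 3.58.1 in R 4.3.3, with the replicate as a block, TMMwsp normalization and at least 30 counts over the 6 libraries, separately for coding-region and whole-transcript counts. Adjusted p is by Benjamini-Hochberg over the transcripts tested, with a threshold of 0.05. After this scaling, a fold change compares shares of tags, not the number recovered, and its 0 is the level set by TMMwsp, which lies below the median of the transcripts tested (0.29 on the log2 scale for coding-region and 0.19 for whole-transcript counts). The region by group interaction compared the split of tags between coding region and the rest of the transcript, in a model with library effects and library totals, for transcripts with at least 30 counts in each region. For a transcript with 0 control tags, a fold is given as a lower bound against a floor of 3 counts over the control group, and for 1 to 3 control tags as a ratio with its exact counting interval. The relation of fold change to length is a Spearman correlation across transcripts with 100000 permutations, and transcripts are not independent replicates. Named genes were matched to GRCm38 (mm10) coordinates of the reference annotation: 115 of 117 matched, as did 11963 of all 12014 transcripts.

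The gene lists, the rule for naming genes, the tests and the alternatives were set before the data were examined, apart from those said below to be chosen afterwards. The rule named, for coding-region counts, the 10 higher and 10 lower transcripts with the smallest p among those past the threshold with the same sign in every pair, the 10 with the highest density, up to 4 members of each list (the 2 smallest p in each direction, whether or not past the threshold), every target named by the study, and Fmr1. Results of some genes and 1 gene list under this rule are not reported here, although all counts of calls include them. Transcripts named for whole-transcript counts, for the regional split and in the closing observations fall outside that rule and were chosen after their values were seen. The 21 gene lists cover cell types of the hippocampus, synaptic, cytoskeletal, signalling, chromatin and housekeeping functions. A list was tested with camera when at least 5 members were tested, with the preset correlation of 0.01 between genes, adjusted over the lists, and with the correlation estimated from the data beside it. The self-contained test fry, which tests a list without comparison to other transcripts, was run beside camera for direction.

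Each test was checked on simulated counts drawn from the real means and library sizes. For coding-region counts (2185 transcripts), 14% of transcripts changed by a fold of 2 and 43% of those changed by a fold of 4 were recovered, with 2 calls among 1985 unchanged transcripts. For whole-transcript counts (3138 transcripts) the recovered shares were 12% and 37%, with 0 calls among 2938 unchanged. For the regional split (856 transcripts) they were 3.66% and 18.3%, with 0 calls among 692 unchanged. Of 5 simulated lists of 30 genes shifted by 0.5 on the log2 scale, 5 were called with the preset correlation and 0 with the estimated one, and 0 of 10 unshifted lists were called with either. For single transcripts, and for lists with the estimated correlation, the design therefore misses most changes of these sizes at this depth. Simulated genes varied independently of each other. The list check thus cannot show how often the preset correlation gives false calls where genes of a list vary together. In the real data the estimated correlation was 0.49 for the targets named by the study and 0.26 for astrocyte markers.

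The pairing of replicates comes from the labels and the series design, which put 1 CA1 CLIP and 1 control sample in each replicate, and from the joint amplification of each pair. It was also checked in the data as the correlation of deviations from the group means: same-numbered libraries gave 0.140, 0.116 and 0.0798 for coding-region counts (796 transcripts) and 0.214, 0.0913 and 0.0830 for whole-transcript counts (1171 transcripts). Different-numbered libraries gave −0.0970 to −0.0101 for coding-region and −0.149 to 0.0685 for whole-transcript counts. Deviations from a group mean cancel out within the group, so both sets of values are not independent of each other. Alternatives tried were a fit with no replicate block, other normalizations (TMM, DESeq2 size factors, library totals, equal library sizes), other filters, DESeq2 1.42.0, CA1 libraries thinned to the control's depth, and leaving out each replicate. Noncoding RNA matches were searched with blastn 2.17.0 (samtools 1.23.1 for sequences), and figures were drawn with matplotlib 3.10.9.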

Results

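FMRP-bound RNA of CA1 pyramidal neurons was measured as CLIP tags in 3 replicates from hippocampus of male mice at postnatal days 28 to 32. Each replicate held a CA1 CLIP library, from mice in which Camk2a-Cre had switched on AcGFP-tagged FMRP, and a Cre-negative control library, from mice whose FMRP had no tag, both taken with the antibody to GFP. CA1 CLIP libraries held 136963, 121397 and 333927 tags on transcripts in replicates 1, 2 and 3. Control libraries held 17266, 17922 and 7703. In coding regions these were 97327, 82660 and 239134 tags in CA1 CLIP and 8155, 11762 and 5406 in the control. A count of 0 allows up to 24.7 CPM in the shallowest CA1 CLIP library and up to 389 CPM in the shallowest control, so the control sets the limit for single transcripts.

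The first comparison asked how far tag recovery stood above background when FMRP carried the tag. CA1 CLIP yielded 7.93, 6.77 and 43.4 times as many transcript tags as the control of the same replicate, a geometric mean of 13.3 (n = 3 pairs). Tags fell on 8657, 8531 and 10787 transcripts in CA1 CLIP and on 4914, 4741 and 3040 in the control. The transcript with most tags in every CA1 CLIP library was Kif5a, a kinesin motor of axonal transport, with 3.46%, 3.54% and 2.73% of all tags. It was followed over the 6 libraries by Map1b, a microtubule-associated protein, Apc, a regulator of Wnt signalling and microtubules, Lars2, the mitochondrial leucyl-tRNA synthetase, and Map1a. All CA1 CLIP libraries exceeded all controls, and the exact two-sided permutation test gave p = 0.1, the smallest that 3 against 3 libraries allow. Control tags amounted to 12.6%, 14.8% and 2.31% of the CA1 CLIP tags of the same replicate, so replicate 3 had the least background. Without replicate 3 the mean ratio was 7.33.

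Tags per transcript were alike among the CA1 CLIP replicates. The r squared of CPM across transcripts was 0.936, 0.947 and 0.962 for the 3 pairs of CA1 CLIP libraries, with a mean of 0.948. Control libraries resembled each other less, with a mean r squared of 0.623, and libraries of opposite groups lay between, at 0.756 within a replicate and 0.692 across replicates. Me1, which encodes cytosolic malic enzyme, took 3.60% of the tags of control 2 against 0.0116% of control 1. When Me1 was left out of coding-region counts, a choice made after seeing the data, the mean was 0.973 in place of 0.931 among CA1 CLIP libraries and 0.826 in place of 0.491 among controls. On the log2(CPM + 1) scale, where transcripts with few tags weigh more, the mean was 0.630 among CA1 CLIP libraries, 0.374 between groups within a replicate and 0.239 among controls. These values describe the spread across transcripts, which are not independent replicates.

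**Figure D1:**
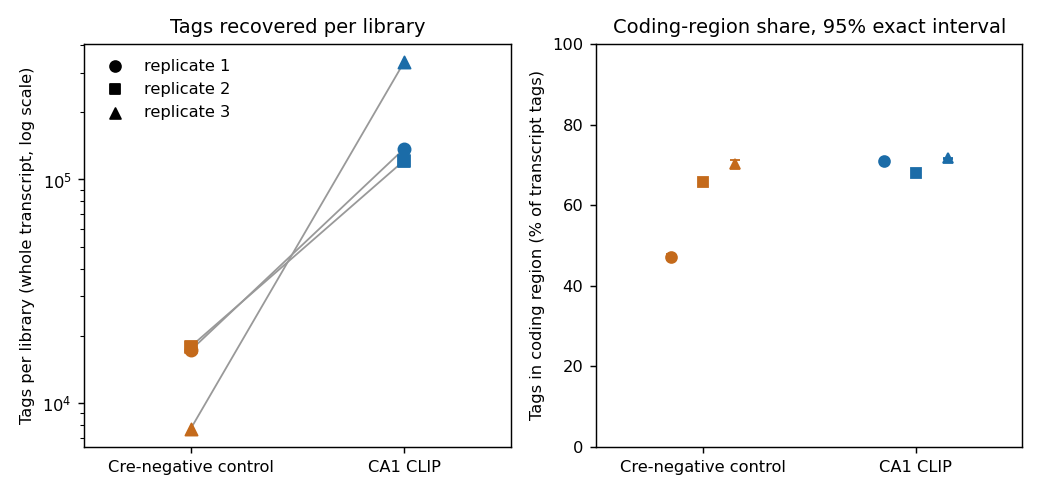
Tags per library on a log axis (left, lines join the libraries of a replicate) and the percent of transcript tags in the coding region (right, bars are exact 95% intervals of counting error) for Cre-negative control and CA1 CLIP. Every CA1 CLIP library lies above every control in tags, and control 1 has the lowest coding-region share, 47.2%.

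The position of tags within transcripts was compared next, since FMRP is known to bind coding regions. In CA1 CLIP 71.1%, 68.1% and 71.6% of transcript tags lay in the coding region, 70.3% ± 1.89 (SD, n = 3), and in the control 47.2%, 65.6% and 70.2%, 61.0% ± 12.2 (SD, n = 3). Per kilobase, coding regions held 2.08, 1.81 and 2.14 times as many CA1 CLIP tags as the rest of the transcript, and 0.772, 1.64 and 1.997 times as many control tags. The share was higher in CA1 CLIP in every pair, but the permutation test does not use the pairing. The difference of 9.24 percentage points did not exceed the spread between replicates (exact two-sided permutation p = 0.2), and it rested mainly on control 1, whose 95% interval was 46.5% to 48.0%. Without replicate 1 the difference was 1.95 points, and as the median over transcripts with at least 30 counts it was −2.96 points (exact permutation p = 0.9). Those medians were 50%, 70.2% and 100% in controls 1, 2 and 3, and the SD of the pair differences was 24.6 points. With control 3 at the ceiling, the median says little about the difference.

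Gene by gene, the split between coding region and the rest was tested for 960 transcripts. The smallest p belonged to Camkv, a kinase-like protein found on vesicles, with 71.1% of pooled CA1 CLIP tags in the coding region and 0 of 7 control tags there, Ralgds, an exchange factor for Ral, with 78.0% against 0 of 6, and Rnf157, a ubiquitin ligase, with 62.1% against 24.4%. None passed the edgeR test: 0 transcripts were called (smallest adjusted p = 0.146), 78 had an unadjusted p under 0.05, of which 68 had the higher coding-region share in CA1 CLIP, and DESeq2 called 0, with 46 at an unadjusted p under 0.05. The median log2 ratio of the split was 0.51, and it was −0.35 when each region was normalized by itself. Without replicate 1 the median was 0.09 and 16 transcripts had an unadjusted p under 0.05.

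Background-subtracted CLIP density ranked transcripts by coding-region tags above the control. Kif5a (chromosome 10, 127225695 to 127266348, GRCm38) stood first with 9084 ± 1699 tags per kilobase per 1000000 (SD, n = 3). Next came Ift46, a component of intraflagellar transport, with 2041 ± 784, Apc with 1959 ± 195, Rapgef4, an exchange factor for Rap1 that responds to cAMP, with 1752 ± 179, and Nckap1, a subunit of the WAVE actin-regulating complex, with 1730 ± 72.8. Map1b (1587 ± 165), the kinesin Kif1a (1491 ± 84.4), Cyfip2, which binds FMRP and belongs to the WAVE complex (1489 ± 154), and the kinase subunit Camk2a (1235 ± 92.9) were also among the first 10. Me1 had a mean of 1460 ± 2345, from densities of 78.3, 4168 and 134 in replicates 1, 2 and 3, so its place came from replicate 2, and without it the mean was 106. Ift46 and Me1 took a smaller share of coding-region tags in CA1 CLIP than in the control (tested below). Their ranks are therefore not evidence of enrichment over the control. On whole-transcript counts and length Ift46 had a mean density of 401, against 1094 for Apc and 1327 for Rapgef4. Coding-region tags exceeded the control of the same replicate in all 3 replicates for 4725 of 10758 transcripts. Without subtraction, 5255 had a CA1 CLIP tag in all 3. These tags were not scaled for depth, and CA1 CLIP held 11.9, 7.03 and 44.2 times as many coding-region tags as the control. The 4725 therefore mostly reflect detection in CA1 CLIP. Of the 100 densest transcripts, 98 were the same without subtraction and 84 on whole-transcript counts and length. Without replicates 1, 2 and 3 in turn, 95, 95 and 97 were.

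Enrichment was then tested transcript by transcript, asking which RNAs took a larger share of CA1 CLIP tags than of control tags. Of 2185 transcripts tested on coding-region counts with edgeR, 18 were higher and 3 lower in CA1 CLIP. Hivep2, a zinc finger transcription factor, rose by 1.13 ± 0.22 on the log2 scale (SE, adjusted p = 1.18e-04, higher in 3 of 3 pairs). Marf1, a regulator of RNA in meiosis, rose by 1.21 ± 0.26 (adjusted p = 0.00147), and Itpr1, the calcium channel of the endoplasmic reticulum gated by inositol trisphosphate, by 0.94 ± 0.22 (adjusted p = 0.00519). Among signalling genes, Pde2a, a cyclic nucleotide phosphodiesterase, rose by 1.05 ± 0.25 (adjusted p = 0.0103), the Ras exchange factors Rasgrf1 by 0.93 ± 0.23 (adjusted p = 0.0142) and Rasgrp1 by 1.22 ± 0.31 (adjusted p = 0.0169), and Cyfip2 by 0.86 ± 0.22 (adjusted p = 0.0122). Synaptic scaffold genes rose too: Shank1 by 0.93 ± 0.24 (adjusted p = 0.0169) and Dlg4, which encodes PSD-95, by 1.01 ± 0.28 (adjusted p = 0.0366). The log2 ratios of Dlg4 in single pairs were 3.43, 0.40 and 0.64, with 2 tags in control 1.

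The remaining higher transcripts included Prr14l, Atxn2, Zfhx2, Plekhm2, Dock3, Fry, Ncor1 and Ash1l. Prr14l rose by 1.51 ± 0.36 (adjusted p = 0.00768). Atxn2, which encodes the RNA-binding protein ataxin-2, had 37, 26 and 73 CA1 CLIP tags and 0 control tags, a level at least 3.16-fold higher (adjusted p = 0.0121). Zfhx2 had 194 CA1 CLIP tags against 1 control tag, a normalized ratio of 13.5 with a counting interval of 2.40 to 536 (adjusted p = 0.0121). The 3 lower transcripts were Me1, which fell by 1.81 on the log2 scale (adjusted p = 1.07e-08), Ift46, which fell by 1.15 (adjusted p = 1.58e-05), and Ccdc174, which fell by 2.58 (adjusted p = 1.02e-04), with SEs of 0.26, 0.20 and 0.49. All 21 had the same sign in all 3 pairs. Control 2 held 645 of the 653 control tags of Me1, and without replicate 2 its log2 fold change was −1.44 (adjusted p = 0.759). Ccdc174 had 23 control tags in all, and without replicate 3 it was −2.23 (adjusted p = 0.752).

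The densest transcripts and Fmr1 itself mostly did not pass. Kif5a had a log2 fold change of 0.59 ± 0.19 (adjusted p = 0.0990), Map1b of 0.60 ± 0.19 (adjusted p = 0.0990), Apc of 0.45 ± 0.19 (adjusted p = 0.326) and Camk2a of 0.20 ± 0.26 (adjusted p = 0.926). Fmr1 had 31 CA1 CLIP tags and 3 control tags, a normalized ratio of 0.719 with a counting interval of 0.224 to 3.68. Across all transcripts tested the median log2 fold change was 0.29, and 204 had an unadjusted p under 0.05, of which 181 were higher in CA1 CLIP. That median depended on filter and scaling: it was 0.007 with at least 100 counts, 0.02 with filterByExpr and 0.06 with library totals. The higher calls were sensitive to the setting: DESeq2 called 0 higher and 3 lower (41 at an unadjusted p under 0.05), library totals gave 1 higher and 3 lower, and leaving out replicates 1, 2 and 3 in turn gave 7, 0 and 0 higher. Scaling by TMMwsp lay 0.27 above scaling by library totals on the log2 scale, and with equal library sizes, which keep the difference in recovery, 2097 of the 2185 were higher and 0 lower.

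**Figure D2:**
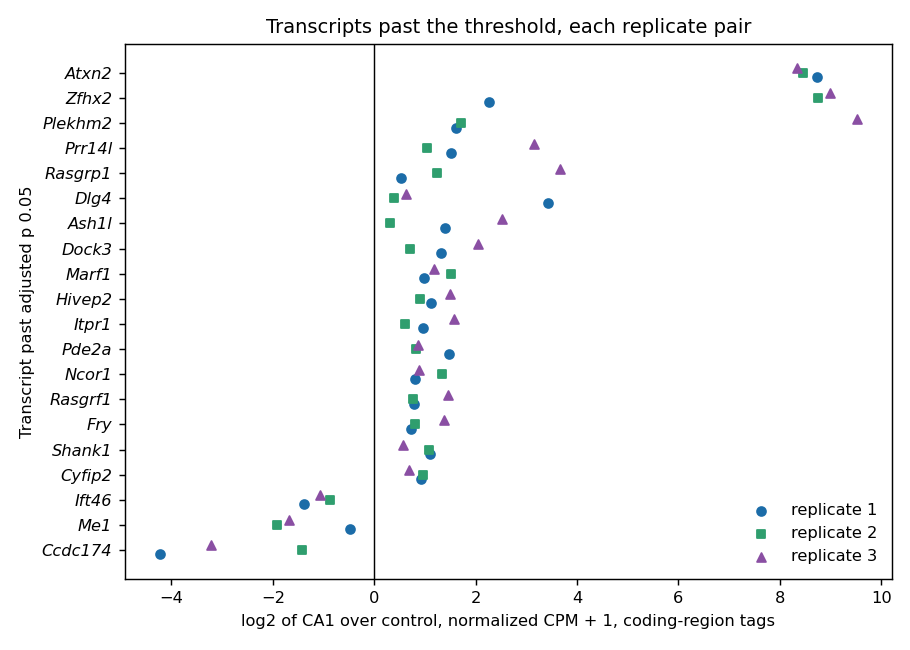
Log2 ratio of CA1 CLIP over control (normalized CPM + 1, coding-region tags) in each replicate pair for 20 of the 21 transcripts past adjusted p 0.05. All points of a transcript lie on 1 side of 0, and points above 8 are those of pairs with 0 control tags, whose place is set by the added 1 CPM.

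In the mm10 genome the called transcripts with the smallest p were spread over many chromosomes. Hivep2 lies on chromosome 10 (13961609 to 14151378), Marf1 on 16 (14109166 to 14159278), Itpr1 on 6 (108213083 to 108551116), Prr14l on 5 (32789207 to 32854337), Pde2a on 7 (101421691 to 101512829) and Atxn2 on 5 (121711609 to 121814950). Zfhx2 lies on chromosome 14 (55060268 to 55092381), Cyfip2 on 11 (46193849 to 46312859), Rasgrf1 on 9 (89909508 to 90026979) and Rasgrp1 on 2 (117279983 to 117342877). Of the lower transcripts, Me1 and Ift46 lie on chromosome 9 (86581363 to 86695914 and 44770456 to 44792714) and Ccdc174 on 6 (91843154 to 91899849). The values above are tags between the annotated start and stop codons of these genes.

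Gene lists gave a view of groups. Of 15 lists with at least 5 tested members, camera placed 9 higher and 1 lower in CA1 CLIP at an adjusted p under 0.05 with the preset correlation. None held with an estimated correlation, where the adjusted p = 0.267 for every list but ribosomal proteins. The fry test was past 0.05 for postsynaptic density genes (adjusted p = 0.0419) and for glutamate receptors and autism candidate genes (0.0285 each). Presynaptic active zone genes (0.0419) and voltage-gated ion channels (0.0164), not called by camera, passed fry too. Astrocyte markers, microtubule motors, mTOR and PI3K signalling, chromatin regulators and the targets named by the study (0.102 each) did not, nor did the circadian programme (0.0852). The fry test compares a list with a fold change of 0, and the median of all transcripts tested was 0.29. A list past fry as higher is therefore not thereby set apart from other transcripts. Postsynaptic density genes were higher as a group (28 tested, median log2 fold change 0.47, adjusted p = 4.43e-06, adjusted p = 0.267 with an estimated correlation). Of its members 3 rose, Dlg4 and Shank1 among them, or 8 when adjusted over the list alone, 0 fell, and Nlgn3 (−0.81 ± 0.47) and Homer1 (−0.43 ± 0.85) were among those not past the test. The list did not pass without replicate 3 (median 0.17, adjusted p = 0.0972) or with at least 100 counts (median 0.07, adjusted p = 0.296).

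Microtubule motors and axonal transport genes were higher as a group although 0 of 21 members passed over all transcripts (median 0.53, adjusted p = 4.11e-04, adjusted p = 0.267 with an estimated correlation). Adjusted over the list alone, 9 were higher. Kif5a, Map1b and the membrane adaptor Ank2 (0.86 ± 0.25, adjusted p = 0.0558) had the smallest p, and the dynactin subunit Dctn1 was at −0.64 ± 0.42. The list did not pass without replicate 1 (median 0.29, adjusted p = 0.157), without replicate 3 (median 0.26, adjusted p = 0.0758) or with at least 100 counts (median 0.14, adjusted p = 0.503). Chromatin regulators (38 tested, median 0.38, adjusted p = 0.0111, adjusted p = 0.267 with an estimated correlation) included the corepressor Ncor1, which rose by 1.01 ± 0.28, and the histone methyltransferase Ash1l, which rose by 1.07 ± 0.30, with 4 higher when adjusted over the list alone. That list was lost without replicate 1 (median 0.24, adjusted p = 0.179), without replicate 3 (median 0.15, adjusted p = 0.261), with library totals (adjusted p = 0.0673) and with at least 100 counts (median 0.04, adjusted p = 0.503). Autism candidate genes had a median of 0.47 (38 tested, 1 higher, 2 adjusted over the list alone, adjusted p = 0.0284, adjusted p = 0.267 with an estimated correlation), and did not pass without replicate 1, 2 or 3 (adjusted p = 0.157, 0.275 and 0.261), with library totals (0.138) or with at least 100 counts (median 0.06, adjusted p = 0.730).

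Glutamate receptors and mTOR and PI3K signalling genes passed by less. Glutamate receptors had a median of 0.68, or 0.57 with a member without control tags at its bound (10 tested, 0 called, adjusted p = 0.0370, adjusted p = 0.267 with an estimated correlation), with Grin2a at 0.65 ± 0.24 and Grm5 at 1.08 ± 0.46. For mTOR and PI3K signalling the median was 0.52, or 0.44 with such members at their bound (17 tested, 0 called, adjusted p = 0.0499, adjusted p = 0.267 with an estimated correlation). Neither list passed on whole-transcript counts (adjusted p = 0.187 and 0.0663), with library totals (0.0630 and 0.0655) or when any replicate was left out. A pair of lists was chosen by the study on these samples and is not independent evidence of direction. The targets named by the study were higher (11 tested, 2 called, 7 adjusted over the list alone, median 0.93, adjusted p = 4.64e-08, adjusted p = 0.267 with an estimated correlation), with Shank3 at 1.18 ± 0.48, not past the threshold. The circadian BMAL1, CLOCK and NPAS2 programme had a median of 0.75 (16 tested, 1 called, Ncor1, and 1 adjusted over the list alone, adjusted p = 0.0171, adjusted p = 0.267 with an estimated correlation), and did not pass without replicate 1 (12 tested, adjusted p = 0.157), without replicate 3 (11 tested, adjusted p = 0.0987) or with at least 100 counts (adjusted p = 0.105). In that list Ppargc1a, a transcriptional coactivator, had 102 CA1 CLIP tags against 1 control tag (ratio 7.10, counting interval 1.25 to 283, adjusted p = 0.273). On whole-transcript counts Ppargc1a was called higher with edgeR (adjusted p = 0.0430). It had 57, 33 and 93 CA1 CLIP tags there against 0, 2 and 1 control tags. Of the 19 members of the list tested on those counts, 2 were called higher.

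Presynaptic active zone genes (26 tested, median 0.42, adjusted p = 0.05004) and voltage-gated ion channels (27 tested, median 0.57, adjusted p = 0.141) did not pass with camera, nor did housekeeping groups. On whole-transcript counts, where 12 of 18 lists tested were past the threshold, presynaptic genes (28 tested, median 0.44, adjusted p = 0.0174) and voltage-gated channels (29 tested, median 0.41, adjusted p = 0.00917) were higher, both with adjusted p = 0.268 with an estimated correlation. Oxidative phosphorylation genes had a median of −0.43 (5 tested, adjusted p = 0.106) and Atp5b was at −0.43 ± 0.35. For ribosomal proteins the median was −0.12 and the mean 0.15, with camera downward (6 tested, adjusted p = 0.559, adjusted p = 0.610 with an estimated correlation) and fry upward (adjusted p = 0.733). For glycolysis and housekeeping genes the median was −0.06 and the mean 0.30, with the test downward (18 tested, adjusted p = 0.0688). Only 2 of 31 proteasome genes had enough tags, and that list was not tested. In place of 10 lists past the threshold, leaving out replicates 1, 2 and 3 in turn gave 4, 7 and 2, and library totals gave 6. Without replicate 3 the 2 were the targets named by the study and glycolysis and housekeeping genes (adjusted p = 0.0486), which were lower.

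**Figure D3:**
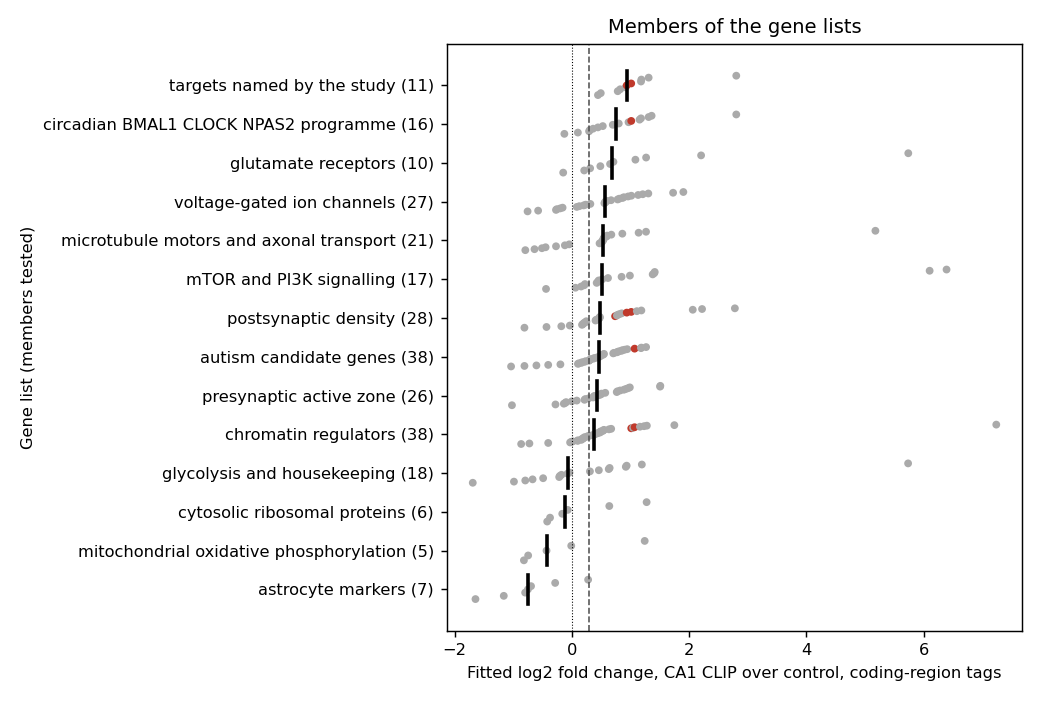
Fitted log2 fold change of CA1 CLIP over control for the tested members of 14 of the 15 gene lists (coding-region tags; red, called higher; grey, not called; black bar, list median), with dotted lines at 0 and dashed lines at 0.29, the median of all transcripts tested. Postsynaptic genes lie mostly right of 0 (24 of 28, against 65.0% of all transcripts tested), and 6 of 7 astrocyte markers lie left of it.

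Markers of other cell types were compared as a gauge of where tags came from. Astrocyte markers were lower in CA1 CLIP as a group (7 tested, median −0.75, adjusted p = 4.11e-04, adjusted p = 0.267 with an estimated correlation), although 0 members passed singly or adjusted over the list alone. They held 0.138% ± 0.0449 of coding-region tags in CA1 CLIP and 0.286% ± 0.0568 in the control (SD, n = 3). Apoe, a lipid carrier made by astrocytes, was at −1.65 ± 0.63 and Sparcl1 at −1.16 ± 0.52, neither past the threshold, and Clu had 49 tags against 3. Oligodendrocyte markers held 0.0807% ± 0.0286 against 0.122% ± 0.0415, and interneuron markers 0.0285% ± 0.00886 against 0.0716% ± 0.0476 (SD, n = 3), but replicate 3 went the other way for both (0.107% against 0.0740% and 0.0385% against 0.0185%). Microglia and vascular markers held 0.0169% against 0.0318%. CA1 pyramidal markers held 0.0378% against 0.0213%, from 168 tags against 5, and other hippocampal pyramidal and granule markers 0.0625% against 0.0598%. The last 5 of these lists had under 5 tested members and no test on coding-region counts. On whole-transcript counts interneuron markers (5 tested, median −1.47, adjusted p = 2.20e-04) and oligodendrocyte markers (9 tested, median −0.66, adjusted p = 8.21e-04) were lower too, both with adjusted p = 0.268 with an estimated correlation, and CA1 pyramidal markers were not called (5 tested, median 0.28, adjusted p = 0.498).

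Whole-transcript counts gave more calls. Of 3138 transcripts tested with edgeR, 47 were higher and 12 lower in CA1 CLIP, with 378 at an unadjusted p under 0.05. Adcy1, a calmodulin-stimulated adenylyl cyclase, rose by 1.10 ± 0.20 (adjusted p = 7.66e-05), Hivep2 by 1.14 ± 0.22 (adjusted p = 9.15e-05) and Pde2a by 1.23 ± 0.25 (adjusted p = 6.32e-04). Among the abundant targets Kif5a rose by 0.82 ± 0.17 (adjusted p = 6.80e-04), Map1b by 0.77 ± 0.18 (adjusted p = 0.00357), Kif1a by 0.71 ± 0.20 (adjusted p = 0.0262) and Apc by 0.61 ± 0.18 (adjusted p = 0.0468). The receptor subunit Grin2a rose by 0.89 ± 0.26 (adjusted p = 0.0387) and Htt, which encodes huntingtin, by 1.03 ± 0.29 (adjusted p = 0.0306). Of the 21 transcripts called on coding-region counts, 20 were called here, all in the same direction, and Dlg4 was not (0.75 ± 0.27, adjusted p = 0.137).

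The lower transcripts were Me1, Lars2, Map6d1, Ccdc174, Snap25, Msi2, Tmem38b, Snhg11, Ift46, Ywhag, Alkbh5 and Irf2bp2. Lars2 fell by 0.97 (SE 0.18, adjusted p = 7.66e-05) and Map6d1 by 2.40 (SE 0.45, adjusted p = 7.66e-05). Snap25, a component of synaptic vesicle fusion, fell by 1.45 (SE 0.35, adjusted p = 0.00357), with 44, 12 and 2 tags in controls 1, 2 and 3, and without replicate 1 its log2 fold change was −0.68 (adjusted p = 0.866). The fit with no replicate block called 97, of which 59 were higher and 38 lower. DESeq2 called 0 higher and 2 lower, and scaling by library totals gave 14 higher and 27 lower. Leaving out replicates 1, 2 and 3 in turn gave 22, 36 and 6 higher and 7, 13 and 28 lower. The excess of higher calls was thus lost without replicate 3, where the median log2 fold change was 0.02. With all replicates kept it was also lost with library totals, DESeq2 size factors (24 higher, 28 lower) and filterByExpr (17 and 20). The TMMwsp factor was 1.29 for control 3 and 0.949 for CA1 CLIP 3. The part of scaling in the effect of replicate 3 was not tested.

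Length was examined because the study describes FMRP binding to long transcripts. In 4 groups of about equal size by coding length, the shortest group (237 to 2061 nucleotides) held all 3 lower calls and 0 higher ones, and the longest (4284 to 20625 nucleotides), where Hivep2, Itpr1 and Shank1 belong, held 11 of the 18 higher calls. The median log2 fold change was 0.16 in the shortest group and 0.30, 0.30 and 0.34 in the others. Across transcripts, fold change rose weakly with coding length (Spearman rho = 0.0557, permutation p = 0.00941, adjusted p = 0.0188 over 2 relations) and not detectably with transcript length (rho = 0.0371, permutation p = 0.0814, adjusted p = 0.0814). Without replicate 1 the coding-length rho was 0.0018 (permutation p = 0.939), and a longer coding region also collects more tags, which gives the test more power to call it.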

Values the study reported

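The study reported that 86% of its CA1 FMRP reads fell in annotated genes and that 62% of those lay in coding regions. After CLIP density was related to RNA abundance measured on CA1 ribosomes, it classed 327 transcripts as stringent FMRP targets, 938 as high binding and 1330 as low binding, and left 8288 as non-targets.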

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

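The added values for Me1 and the leave-one-out range of replicate agreement were chosen after the data had been seen, and all other alternatives before. Over the comparisons, 43 alternative values stayed on their side of the threshold or within the replicate spread, 30 moved, 1 became stronger and 2 weaker. The 21 calls on coding-region counts and the 59 on whole-transcript counts kept their sign wherever they were tested, except with equal library sizes, but counts of calls depended on nearly every setting, and the cause was not tested unless stated. For coding-region counts (18 higher, 3 lower) DESeq2 size factors gave 5 (2 higher, 3 lower), library totals 4 (1 and 3), equal library sizes 2097 (all higher), no filter 192 (190 and 2), at least 100 counts 2 (both lower), filterByExpr 4 (1 and 3), the DESeq2 test 3 (all lower) and thinning of CA1 CLIP to the control's depth 2 (both lower), the last with fewer counts by construction. With no replicate block 19 were called, and TMM gave 20. Leaving out a replicate gave 2 to 10. For whole-transcript counts (47 higher, 12 lower) the fit with no replicate block gave 97 (59 and 38), so the block of paired libraries lowered the count there, equal library sizes 2678 (all higher), no filter 197 (194 and 3), at least 100 counts 11 (2 and 9), filterByExpr 37 (17 and 20), DESeq2 2 (both lower) and thinning 1 (lower), with DESeq2 size factors at 52 (24 and 28), library totals at 41 (14 and 27) and TMM at 47 (35 and 12). Leaving out replicates 1, 2 and 3 in turn gave 29 (22 and 7), 49 (36 and 13) and 34 (6 and 28), so most calls were lower without replicate 3. The block moved no other count of calls by over 1.5 times, although glycolysis and housekeeping genes passed without it (adjusted p = 0.0498). Of the lists, 10 past the threshold became 0 with the estimated correlation, 6 with library totals, 1 with at least 100 counts and 2 to 7 when a replicate was left out. Glutamate receptors and mTOR and PI3K signalling lost their place with each of these and on whole-transcript counts, where presynaptic active zone genes and voltage-gated ion channels passed, and 10 of the same 15 lists did in all. In the fits with a replicate left out, glycolysis and housekeeping genes, not past it in the main test, passed without replicate 3.

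The regional split gave 0 calls under every alternative, with 15 to 186 transcripts at an unadjusted p under 0.05. Coding length against fold change had rho 0.0378 (permutation p = 0.286) with at least 100 counts and 0.0018 to 0.0993 when a replicate was left out. Transcript length had 0.0123 to 0.0589, past the threshold only without replicate 2. Mean r squared among CA1 CLIP libraries was 0.630 on the log2 scale, 0.931 for coding-region counts, 0.905 without the 10 transcripts with most counts, 0.973 for coding-region counts without Me1 and 0.936 to 0.962 when a replicate was left out. The yield ratio ranged from 7.33 to 18.5 and the difference in coding-region share from 1.95 to 13.1 points when a replicate was left out.

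Scaling by TMMwsp lay above scaling by library totals by 0.27 on the log2 scale for coding-region and 0.23 for whole-transcript counts. Equal library sizes keep the difference in recovery, and by that construction negative log2 fold changes turned positive widely (2097 of 2185 coding-region transcripts called higher, 0 lower). The changes of sign listed here are the 40 among named genes and called whole-transcript ones that were past the threshold in either fit. Changes of sign without a call in either fit are left out. On coding-region counts the 40 listed became, for Me1 2.16, Ift46 2.54, Ccdc174 0.96, Reln 2.55, Sparcl1 2.44, Cnp 2.72, Ttr 3.15, Nlgn3 2.81, Homer1 3.06, Grm3 3.51, Syn2 3.51, Dctn1 3.02, Mapk8ip3 3.36, Kcnh3 3.21, Kcna2 2.89, Arhgef2 3.09, Arhgef12 3.44, Inpp4a 3.24, Chd8 3.38, Ehmt1 2.73, Chd9 3.44, Rpl4 3.22, Rps2 3.14, Atp5b 3.30, Atp5a1 3.05, Psmd1 3.40, Hsp90ab1 2.87 and Fmr1 3.01. On whole-transcript counts they became, for Irf2bp2 1.40, Me1 2.20, Snap25 2.20, Ywhag 2.10, Ift46 2.54, Tmem38b 0.69, Msi2 1.004, Lars2 2.47, Ccdc174 0.94, Alkbh5 0.96, Snhg11 2.07 and Map6d1 0.99. Of the 12 transcripts called lower on whole-transcript counts, only Ift46 (adjusted p = 0.0295) and Lars2 (adjusted p = 0.0427) were past the threshold as higher with equal library sizes. Of the other alternative values of named genes, 1117 stayed on their side of the threshold, 481 became weaker and 56 stronger. Depth of the controls limits single transcripts: 79 of the 2185 tested had 0 control tags in coding regions.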

Other observations

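The profile of tags along single transcripts was looked at only after the data had been seen, and so was the choice of the 3 patterns below. The tests of those patterns were written down before their results were seen, except the division of the 12 lower transcripts by calls made without replicate 1, which was chosen afterwards. Among 1077 transcripts with at least 100 CA1 CLIP tags, the median log2 ratio of tag density inside the coding region over outside it was 0.95, with 761 above 0 in all 3 CA1 CLIP replicates and 70 below 0 in all 3. The lowest was Lars2 at −9.14 ± 0.59 (SD, n = 3), where 17 of 5285 tags lay in the coding region, which makes up 69.8% of the transcript. Also among the lowest 10 were Shisa7, which encodes an auxiliary subunit of receptors (−1.98 ± 0.51), Sprn, a relative of the prion protein gene (−1.98 ± 1.17), the neurotrophin receptor Ntrk3 (−1.97 ± 0.43) and the transcription factor Pou3f3 (−1.86 ± 0.16). At the other end were Ift46, with 857 of 858 tags in the coding region, the ubiquitin protease Usp34 (1467 of 1468) and the protocadherin Pcdhac2 (117 of 117), where almost no tags lay outside and a ratio would be set by the constant added to 0 counts.

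Medians of this log2 ratio over gene groups were not tested against each other, and the members of the groups overlap widely. The median was 1.26 for mTOR and PI3K signalling genes (12 transcripts) and 1.11 for autism candidate genes (30 transcripts). Microtubule motors and axonal transport genes lay at 0.95, voltage-gated ion channels at 1.08, the targets named by the study and the circadian programme at 1.01 each and chromatin regulators at 0.87, near the median of all transcripts. Postsynaptic density genes lay at 0.90 (26 transcripts), presynaptic active zone genes at 0.49 (22 transcripts, with medians of 0.71, 0.60 and 0.83 in replicates 1, 2 and 3) and glycolysis and housekeeping genes at 0.11 (9 transcripts). Members ranged from −0.98 to 3.46 for mTOR and PI3K signalling and from −1.34 to 2.40 for the presynaptic active zone. In the control, Lars2 had 1 of its 787 tags in the coding region, and Ift46 had all of its 146 tags there.

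Control tags followed the CA1 CLIP profile, with a mean r squared of 0.756 within a replicate, or 0.374 on the log2(CPM + 1) scale, although control mice had no Cre. If CA1 CLIP tags had been counted in the control of the same pool at 1 rate, control counts would vary around that rate by sampling alone. Chi-square per degree of freedom without Me1 was 5.90, 1.85 and 1.86 in replicates 1, 2 and 3, above the highest of 1000 simulations in each (1.26, 1.18 and 1.32), which argues against carry-over from that CA1 CLIP library as the whole cause in each replicate. The study's methods place cortex samples with tagged FMRP in the pool too, which were not analysed here, so carry-over from those stays open. Me1 in replicate 2 had 645 control tags against 1155 in CA1 CLIP, 55.8% where the whole control library held 14.8% as many tags. Carry-over of part of the tags, binding of abundant hippocampal RNA to antibody or beads and some tagged FMRP without Cre may each contribute and were not tested apart. On the last of these, the study reported that immunofluorescence detected no GFP in hippocampus without Cre, at the sensitivity of that method.

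A second pattern was the 12 transcripts lower in CA1 CLIP on whole-transcript counts. Segments like abundant noncoding RNA were found in 27.3% of the 11 with a reference sequence to search (3: Irf2bp2, Snap25 and Tmem38b, exact 95% interval 6.02% to 61.0%, with Snhg11 not searched) and in 8.38% of other tested transcripts (Fisher's exact one-sided p = 0.0592), with 1561 noncoding sequences searched and 28S ribosomal RNA present only in part, so tags of noncoding RNA as the source of most of them can be neither shown nor excluded. Without replicate 1, 10 of the 12 could be tested and 8 kept a negative fold change at an unadjusted p under 0.05, short of the share set beforehand to exclude control 1 alone for the 12 together. Of these, 5 (Me1, Lars2, Map6d1, Ccdc174 and Ift46) were called lower over all transcripts tested without replicate 1, which argues against control 1 alone as the source for those 5. The other 7 either lost their call or could not be tested. Of these, 3 had an unadjusted p under 0.05: the log2 fold change (± SE) went from −2.62 ± 0.63 to −2.27 ± 0.86 for Tmem38b and from −2.45 ± 0.68 to −2.34 ± 0.97 for Alkbh5, where mainly the SE grew, and from −1.39 ± 0.36 to −1.01 ± 0.43 for Ywhag. Those values speak against control 1 alone for these 3, but they rest on 2 to 12 tags in each of controls 2 and 3 and on transcripts chosen with those libraries included. Snap25 went from −1.45 ± 0.35 to −0.68 ± 0.48 and Snhg11 from −1.66 ± 0.41 to −0.45 ± 0.83, and Msi2 and Irf2bp2 had too few tags to test. For the 7 together, control 1 alone therefore cannot be told apart from a source shared by all controls. A biological source, RNA of cells without tagged FMRP that forms a larger part of the control, was not tested on these 12 and stays open.

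The third pattern was the low coding-region share of control 1, at 47.2% against 65.6% and 70.2% in controls 2 and 3. Compared with the outside tags of CA1 CLIP 1, scaled by the coding-region tags of both, its net excess was 5790 of 9111 tags outside coding regions, spread over 3230 transcripts, with Lars2 first and Snap25, Kif5c and Atp1b1 among the first 5. The 10 transcripts with the largest excess held 7.85% of the summed excess, which argues against a few transcripts as the source. Transcripts with a segment like noncoding RNA held 10.7%, close to their 8.70% among transcripts searched, which argues against that source for the noncoding sequences searched. A broad carry-over of RNA not bound by FMRP in that library may remain a candidate explanation that was not tested, and the design names no biological difference among controls, so no biological explanation was tested.

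Other splits of the 6 libraries into 3 and 3 were counted for each model. There are 10 such splits, too few for a share under 0.05, and 4 of them, the real one included, part all 3 pairs as the real one does. On coding-region counts the real split gave 21 calls and the highest other split 0, so 1 split, the real one, gave as many. For whole-transcript counts the values were 59 and 5, again with 1 split as large, and 0 was the highest among the other splits that part all pairs. For the regional split the real value was 0, which all 10 splits reached, and the highest other was 1. For gene lists the real split put 10 past the threshold and the highest other 8, with 2 the highest among those that part all pairs. Both splits with 5 transcripts and 8 lists part only pair 1, that is, they set CA1 CLIP 1 against control 1 and keep both libraries of replicates 2 and 3 together.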
